A study of Saccharomyces cerevisiae with 50 samples. Its data were reported in "The Gcn4 transcription factor reduces protein synthesis capacity and extends yeast lifespan" (2017).

How the data were processed

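The values used were the processed tables that the authors deposited. For the mRNA and ribosome profiling (Ribo-seq) libraries these were raw counts of reads per gene, 1 column per library. According to the study's methods, the authors removed 3' adapters and short or low-quality reads with the FASTX toolkit, aligned the remainder to the yeast transcriptome with segemehl, and counted reads that aligned to a single place. For Ribo-seq only reads inside coding regions, and of the lengths that showed 3-nucleotide periodicity, were counted. The genome build behind that transcriptome is not given in the sources used here, and whether the counting used strand is not given either. The deposited counts were whole numbers with a different total in each library. The authors' deposited tables of log2 fold changes, made by them with DESeq2, served only as a comparison with the fold changes computed here. Their headers do not name the base of the logarithm. It was taken as log2 because their medians of ribosomal protein genes fell close to those computed here from the counts. Across all genes their values were smaller in size, above all for footprints.

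Groups were taken from the sample labels, which placed 50 samples in 17 groups. The 3 wild-type libraries of the strain set with the ADH1 promoter occur with identical counts in 2 tables and were used once. No pair of replicates within a group agreed within sampling noise: the lowest chi-square per gene between replicates was 3.11. The number of columns of per-sample values left unused was 0. Yeast gene identifiers were matched to the symbols of a RefSeq gene table of assembly R64, with 5741 of 5743 identifiers matched in the mRNA table of the deletion strains and 5664 of 5666 in the Ribo-seq table. The assembly served only for names, coding lengths and the order of neighbouring genes, and no coordinates were taken from it.

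Fold changes were computed in R 4.3.3 with edgeR 4.0.16, from counts scaled by TMM after filterByExpr, with a quasi-likelihood fit (glmQLFit and glmQLFTest, two-sided). P-values were adjusted by Benjamini-Hochberg over the genes tested in each comparison. A gene was called changed at an adjusted p below 0.01 and a fold change of more than 2, the thresholds of the study's methods. The 18 mRNA libraries of the wild type and the deletion strains entered 1 fit, and so did the 17 Ribo-seq libraries, so that every strain shared 1 estimate of the spread. Translation efficiency was tested as an interaction term in 1 fit of all 35 of these libraries: the Ribo-seq difference between strain and wild type minus the mRNA difference. The assays were scaled separately for this test. The PADH1-GCN4 and PGAL-GST-GCN4 strains were each fitted with their own wild type. The S242L strain was fitted together with PADH1-GCN4 and their common wild type. Its table holds no other strain that was not also in the earlier table, so a difference between sequencing runs and the mutation cannot be separated. Standard errors (SE) are those of the log2 fold change. CPM (counts scaled to a common library size) were computed with the same scaling, and their SD is over the libraries of a group.

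Gene sets were fixed from the study's lists before the data were examined: ribosomal protein genes (RP, 134 genes tested of 139 listed, without the 5 deleted genes), translation initiation factors (IF, 36), elongation factors (EF, 20), amino acid biosynthesis genes (AA, 73) and unambiguous Gcn4 ChIP targets (ChIP, 150 without HIS3, of which 144 passed the filter for mRNA). The ChIP list shares 23 genes with AA and 2 with RP. Each set was tested with camera in limma 3.58.1 on the edgeR fit, with a preset correlation between genes of 0.01, and p-values were adjusted over the sets and comparisons of each family of fits and of each setting. A set was called at an adjusted p below 0.05, and the value given is its median log2 fold change. Counts of called genes inside a list were also adjusted over the list alone.

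Genes named in the text were those fixed beforehand (deleted genes, paralogs, GCN4, markers of genotype and the galactose genes) and, for each mRNA comparison against wild type, the 2 called genes with the largest rise and the 2 with the largest fall among genes with a mean log2 CPM of at least 4 whose libraries did not overlap between the groups, with the genes fixed beforehand set aside. For translation efficiency the rule took 1 gene in each direction, without the overlap criterion. Stress-induced genes (38) and phosphate-regulated genes (11) were listed for tests in the closing section. Genes with a near-identical copy can share or lose reads under counting of uniquely aligned reads, so values of RP paralogs are uncertain. Overlapping genes carry the same reservation.

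Alternatives were the median-of-ratios scaling, no count filter, DESeq2 1.42.0 with the same thresholds, fits of only the groups compared, a replicate block, each library left out in turn, no fold minimum, scaling without RP genes, camera with an estimated correlation, fry, and set tests after removal of a loess trend (span 0.5) of fold change on coding length and expression, without and with the block. Recomputations without the genes of chromosomes XI and XII, and of the correlations between strains without each replicate, were added after the data were seen. A count was taken as kept when it stayed within 1.5 times the first value, and a change of sign in a value called in neither setting was not taken as a reversal. The spread of a correlation was its jackknife SE over libraries.

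Replicate numbers in the labels were checked for pairing by the correlation of same-numbered libraries' deviations from their group means, with 0.1 as the minimum. Same-numbered mRNA libraries of each deletion strain and the wild type correlated at 0.17 to 0.60, and those of PGAL-GST-GCN4 and its wild type at 0.36 to 0.43, so these numbers were taken to pair the libraries. The labels do not state what the numbers stand for. The main fits did not include this pairing, and the replicate block was an alternative only. Replicates 1 and 2 were nearest to each other in the mRNA of the wild type and each deletion strain. In Δrpl7a their chi-square per gene was 6.49, against 81.3 and 66.4 with replicate 3. Libraries with different numbers were not compared between strains, so the check cannot tell pairs from a replicate 3 set apart. The correlations were -0.11 to 0.13 for Ribo-seq, -0.25 to 0.31 for PADH1-GCN4 and -0.45 to -0.01 for S242L against wild type, which did not meet the minimum.

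Each procedure was run on simulated counts with 200 genes changed by a log2 fold change of 1.5. The share of changed genes recovered was 94% for Δrpl7a mRNA (1 false call among 5473 genes), 92.5% for Δrpl7a Ribo-seq, 93% for Δrpl6a Ribo-seq, 89.5% and 87.5% for translation efficiency in Δrpl7a and Δrpl6a, 99% for PADH1-GCN4, 92.5% for PGAL-GST-GCN4 (3 false calls among 5566 genes) and 99% for S242L. With 3 libraries in each group, an exact permutation test of a single value cannot give a p below 0.1, so no permutation p is given. For the counts and sets, other splits of the libraries were counted, as the closing section describes.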

Results

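Budding yeast of the BY4741 background were profiled by mRNA sequencing and by ribosome profiling (Ribo-seq), which sequences the mRNA fragments that ribosomes protect (footprints). Each of 5 strains lacked 1 of a pair of ribosomal protein (RP) genes, replaced by a drug resistance cassette: Δrpl7a, Δrpl9a, Δrpl6a, Δrpl15b and Δrps27b. They were compared with the wild type, with 3 libraries per strain and assay except for Δrpl6a Ribo-seq, which had 2. Strains that overexpress the transcription factor Gcn4 were profiled for mRNA only, with 3 libraries each. PADH1-GCN4 carried the ADH1 promoter in place of the promoter and 5' UTR (the untranslated leader) of GCN4. S242L carried the same promoter with a Gcn4 altered at the residue its name gives. According to the study, the native leader holds upstream reading frames that keep Gcn4 low when nutrients suffice. GCN4 mRNA alone therefore does not measure the rise of Gcn4 protein in these strains. Both strains were compared with a wild type of the same auxotrophy, wt(met). PGAL-GST-GCN4 carried a plasmid with a tagged GCN4 under the GAL1-10 promoter and was compared with wt(ura3), which carried another plasmid of the same type (2μ, URA3 marker). The vector backbones differ, so this comparison holds the difference between them as well. The labels assigned 50 samples to 17 groups.

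Total counts per library were 5709195 to 12696200 for the mRNA of the deletion strains and their wild type, 8092039 to 15437373 for Ribo-seq, 14061819 to 25642672 for PADH1-GCN4, S242L and wt(met), and 10722664 to 13693442 for PGAL-GST-GCN4 and wt(ura3). Among the mRNA libraries of the deletion strains depth differed by strain, from 5709195 to 7437643 in Δrpl7a to 8891815 to 12696200 in Δrpl15b, against 5830742 to 7007887 in the wild type. The 10 most abundant genes took 12% to 17.5% of the mRNA counts of the deletion strains and 13.4% to 17.3% of their footprints. Pearson's correlation of counts across genes between replicates was 0.966 to 0.999 for the mRNA of the deletion strains, with a median of 0.981, and 0.992 to 0.9997 for Ribo-seq, with a median of 0.998. It was 0.986 to 0.996 for PADH1-GCN4 and wt(met), and 0.941 to 0.994 for PGAL-GST-GCN4 and wt(ura3).

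The deleted gene of each strain was examined first, as a check of the labels. RPL7A (YGL076C) mRNA was 3.90 ± 0.345 CPM (SD, n = 3) in Δrpl7a and 2216 ± 327 (n = 3) in the wild type, where CPM are counts scaled to a common library size. RPL9A (YGL147C) was 3.26 ± 0.702 in Δrpl9a against 2009 ± 221, RPL6A (YML073C) 2.11 ± 0.539 in Δrpl6a against 1513 ± 114, RPL15B (YMR121C) 0.545 ± 0.181 in Δrpl15b against 60.1 ± 13.0, and RPS27B (YHR021C) 2.16 ± 0.529 in Δrps27b against 670 ± 126 CPM (SD, n = 3 each). The log2 fold change was between -9.45 (RPL6A) and -6.77 (RPL15B). The log2 fold change of footprints on the deleted gene was -7.65 for RPL7A, -7.27 for RPL9A, -8.36 for RPL6A and -8.50 for RPS27B. For RPL15B it was -2.49 only, from 76.0 ± 7.89 to 13.5 ± 4.21 CPM (SD, n = 3). RPL15A is a near-identical copy of this gene, so the value is uncertain. The alternative that moved the RPL7A mRNA value most left out wild-type replicate 3 and gave -9.27. In every library the deleted gene was far below its wild-type level, and no label was contradicted.

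Markers of genotype showed 2 exceptions to the labels. MET17 (YLR303W, also called MET15), deleted in the parent strain, was at 44.6 ± 6.40 CPM in Δrps27b mRNA (SD, n = 3) and at 0.0974 CPM or less in the other deletion strains and the wild type. LEU2 (YCL018W), also deleted in the parent strain, was at 4802 ± 629 CPM in PGAL-GST-GCN4 and 2.67 ± 0.793 CPM in wt(ura3) (SD, n = 3 each). URA3 (YEL021W), the plasmid marker, was at 17728 ± 2364 CPM in PGAL-GST-GCN4 and 12324 ± 2843 CPM in wt(ura3). GAL1 (YBR020W) was at 3667 ± 128 CPM in PGAL-GST-GCN4, at 6706 ± 1668 CPM in wt(ura3) and at 3.98 ± 0.788 CPM in the wild type of the deletion strains.

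The mRNA of each deletion strain was compared with the wild type to ask which transcripts respond to the loss of each RP gene. Of 5490 genes tested, 1027 were called changed in Δrpl7a (678 higher, 349 lower), 437 in Δrpl9a (372 higher, 65 lower), 277 in Δrpl6a (219 higher, 58 lower), 27 in Δrpl15b (15 higher, 12 lower) and 304 in Δrps27b (225 higher, 79 lower), at an adjusted p below 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change over 2. The alternative that moved the Δrpl7a count most was the absence of a fold minimum, with 2458 genes. The Δrpl15b count was 56 with DESeq2 (40 higher, 16 lower), 80 with a replicate block (64 higher, 16 lower), and 10 to 21 with 1 library left out: 10 without wild-type replicate 1 or 2, 11 without Δrpl15b replicate 1 and 12 without replicate 2. Chromosome XI carried 132 of the 225 genes higher in Δrps27b, and chromosome XII 110 of the 219 genes higher in Δrpl6a. Without the genes of these chromosomes, 148 genes were called in Δrps27b and 127 in Δrpl6a.

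Named genes were those with the largest changes among called genes with a mean log2 CPM of at least 4 and no overlap between the groups, with deleted genes, paralogs, GCN4, markers and galactose genes set aside. The log2 fold change of HSP12 was 7.88 (SE 0.58, edgeR adjusted p = 6.1e-08) in Δrpl7a, from 5.10 ± 1.75 to 1216 ± 670 CPM (SD, n = 3 each), and 5.97 (SE 0.54) in Δrpl9a. YNL194C rose by 7.26 in Δrpl7a and 6.11 in Δrpl9a. TIR1 (YER011W) was at -3.53 in Δrpl7a and -2.64 in Δrpl9a, AIR1 (YIL079C) at -2.71 in Δrpl7a and PCL1 (YNL289W) at -2.23 in Δrpl9a. In Δrpl6a, FIT2 (YOR382W) rose by 3.46 and BOP2 (YLR267W), which lies on chromosome XII, by 3.65, while WSC4 (YHL028W) was at -2.60 and PTR2 (YKR093W) at -2.44. In Δrps27b, SNZ1 (YMR096W) rose by 3.88 and YKR075C, on chromosome XI, by 3.19, and WSC4 and FIT1 (YDR534C) were at -3.19 and -2.98. In Δrpl15b, YRO2 (YBR054W) rose by 3.11 and TPO2 (YGR138C) by 3.23, and FIT1 and TIR4 (YOR009W) were at -1.98 and -1.81. The TPO2 call (edgeR adjusted p = 0.0091) was lost when any single library of the strain or the wild type was left out, and the TIR4 call was lost without Δrpl15b replicate 1, with a log2 fold change of -1.73.

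Ribosomal protein mRNA was compared with all other genes to ask how the loss of an RP gene affects the translation machinery. The median log2 fold change of 134 RP genes was -0.93 in Δrpl7a (132 lower, camera adjusted p = 3.9e-26), -0.45 in Δrpl9a (129 lower, camera adjusted p = 6.7e-15) and -0.24 in Δrpl15b (128 lower, camera adjusted p = 2.0e-10). In Δrps27b it was 0.21 (116 higher, camera adjusted p = 0.013). In Δrpl6a the median of -0.04 and the mean of 0.03 differed in sign, and the set was not called (camera adjusted p = 0.82). The alternative that moved the Δrpl7a value most left out Δrpl7a replicate 3 and gave -1.07. The shift per library was -0.94 ± 0.19 (SD, n = 3) in Δrpl7a, -0.47 ± 0.31 in Δrpl9a, -0.05 ± 0.22 in Δrpl6a, -0.24 ± 0.07 in Δrpl15b and 0.21 ± 0.08 in Δrps27b. In Δrpl9a, replicate 3 was at -0.11 and the other libraries at -0.65 and -0.64, and without replicate 3 the median was -0.65. Inside the RP list 57 genes were called in Δrpl7a (1 higher, 56 lower), and the numbers were the same when adjusted over the list alone. The median of the elongation factors was -0.57 in Δrpl7a (camera adjusted p = 0.028), a call lost after removal of the trend on coding length and expression (-0.28) and without the genes of chromosomes XI and XII (-0.56). That of the initiation factors was -0.16 in Δrpl9a (camera adjusted p = 0.039), a call lost with a replicate block (-0.17), without the genes of chromosomes XI and XII (-0.15) and without Δrpl9a replicate 1 (-0.081) or 2 (-0.13), and -0.29 without Δrpl9a replicate 3. In Δrpl15b it was -0.11 (camera adjusted p = 0.031), a call lost without Δrpl15b replicate 3 (-0.10).

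Amino acid biosynthesis genes and Gcn4 ChIP targets were compared in the same way, to ask whether targets of Gcn4 respond. The median of 73 amino acid genes was 0.31 in Δrpl7a, where it was not called (camera adjusted p = 0.067), 0.31 in Δrpl9a (camera adjusted p = 0.016) and 0.10 in Δrpl6a (camera adjusted p = 0.019). The Δrpl7a value ranged from 0.15, without Δrpl7a replicate 3, to 0.38 over 15 alternatives, of which 6 called the set. The Δrpl9a call was lost without Δrpl9a replicate 3, at 0.28. The Δrpl6a call was lost with a replicate block (0.10), without wild-type replicate 1 (0.059) or 2 (0.071) and without Δrpl6a replicate 3 (0.054), and the value was 0.22 without wild-type replicate 3. The median of 144 ChIP targets was 0.39 in Δrpl7a (camera adjusted p = 0.0016), 0.25 in Δrpl9a (camera adjusted p = 0.00055), 0.19 in Δrpl6a (camera adjusted p = 0.016) and 0.19 in Δrps27b (camera adjusted p = 0.028), the last lost without wild-type replicate 1 (0.17) or Δrps27b replicate 3 (0.20). In Δrpl15b neither set was called. Whether a set responds differently between strains was tested only for Δrpl7a and Δrpl9a against the others. Over all comparisons 49 of 100 set tests were called, of which 42 held with fry and 8 with an estimated correlation between genes. The 8 were the amino acid and ChIP sets in Δrpl7a footprints, PADH1-GCN4 and S242L, and the RP and ChIP sets in PADH1-GCN4 against S242L.

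The strains Δrpl7a and Δrpl9a were set against Δrpl6a, Δrpl15b and Δrps27b, since the study described the first as long-lived and the others as short-lived. Of 5490 genes, 467 were called (386 higher, 81 lower) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2417 without a fold minimum. The median RP difference was -0.68 (camera adjusted p = 4.0e-28), that of elongation factors -0.25 (camera adjusted p = 0.019) and that of ChIP targets 0.17 (camera adjusted p = 0.016). Against the wild type, elongation factors were at -0.57 in Δrpl7a and 0.020 in Δrpl9a, where they were not called. In Δrpl6a, Δrpl15b and Δrps27b they were at -0.075, -0.093 and 0.21, so the difference rested on Δrpl7a. The ChIP call was lost without Δrpl7a replicate 3, at 0.10. For lifespan the unit of replication is the strain, with 2 strains against 3, and an exact permutation of the strains cannot give a p below 0.1.

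Fold changes of strains that share wild-type libraries correlate without any effect, so each correlation across 5490 genes, which are not independent replicates, was set beside simulated unchanged strains. Pearson's correlation between Δrpl7a and Δrpl9a was 0.888, against a mean of 0.511 in 20 simulations (0.467 to 0.565). It was 0.667 between Δrpl7a and Δrpl15b (simulated mean 0.511) and 0.691 between Δrpl9a and Δrpl15b (simulated mean 0.525). The remaining 7 pairs ranged from 0.359 to 0.467, and their simulated means from 0.499 to 0.525. The simulated strains held no changes of their own, and changes limited to 1 strain lower a correlation. A value below the simulated mean therefore does not exclude a shared response. Simulated libraries were also drawn independently, without the correlation seen between same-numbered libraries. Of the genes called in both Δrpl7a and Δrpl9a, 358 were higher in both and 49 were lower in both.

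Footprints were compared to ask how the loss of an RP gene affects the share of footprints that each gene takes. Counts scaled to a common library size cannot show a change in total protein synthesis. The study measured that total by another assay, and reported it lower in Δrpl7a and Δrpl9a and higher in Δrpl6a. Of 5342 genes tested, 312 were called in Δrpl7a (196 higher, 116 lower), 184 in Δrpl9a (73 higher, 111 lower), 156 in Δrpl6a (116 higher, 40 lower), 74 in Δrpl15b (48 higher, 26 lower) and 480 in Δrps27b (189 higher, 291 lower) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The alternative that moved the Δrpl7a count most was again the absence of a fold minimum, with 1601 genes. Without the genes of chromosomes XI and XII, 50 genes were called in Δrpl6a and 311 in Δrps27b. The median RP log2 fold change was -0.12 in Δrpl7a (camera adjusted p = 0.15), 0.02 in Δrpl9a with a mean of -0.03 (camera adjusted p = 0.76), 0.06 in Δrpl6a (camera adjusted p = 0.0084), -0.03 in Δrpl15b (camera adjusted p = 0.34) and 0.51 in Δrps27b (126 higher, camera adjusted p = 3.1e-18). After removal of the trend on coding length and expression, RP footprints in Δrpl7a were called at -0.22 and those in Δrpl9a at 0.12. The RP call in Δrpl6a was lost without wild-type replicate 1, at 0.0053, and without Δrpl6a replicate 2, at 0.034.

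Amino acid biosynthesis genes gained footprints in Δrpl7a, with a median of 0.94 (64 of 73 higher, camera adjusted p = 6.1e-50), in Δrpl9a, with 0.37 (camera adjusted p = 7.1e-16), and in Δrpl6a, with 0.28 (camera adjusted p = 6.0e-10). The shift per library was 0.95 ± 0.05 (SD, n = 3), 0.37 ± 0.02 (n = 3) and 0.28 ± 0.04 (n = 2). In Δrpl15b and Δrps27b the medians were 0.02 and 0.03 and the set was not called. The median of ChIP targets was 0.23 in Δrpl7a (camera adjusted p = 1.2e-12) and 0.14 in Δrpl9a (camera adjusted p = 0.00023). In the amino acid list, 34 genes were called higher in Δrpl7a and 14 in Δrpl9a, and the numbers were the same when adjusted over the list alone. Of the ChIP list, 38 genes were called higher in Δrpl7a, and 39 when adjusted over the list alone.

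**Figure D1:**
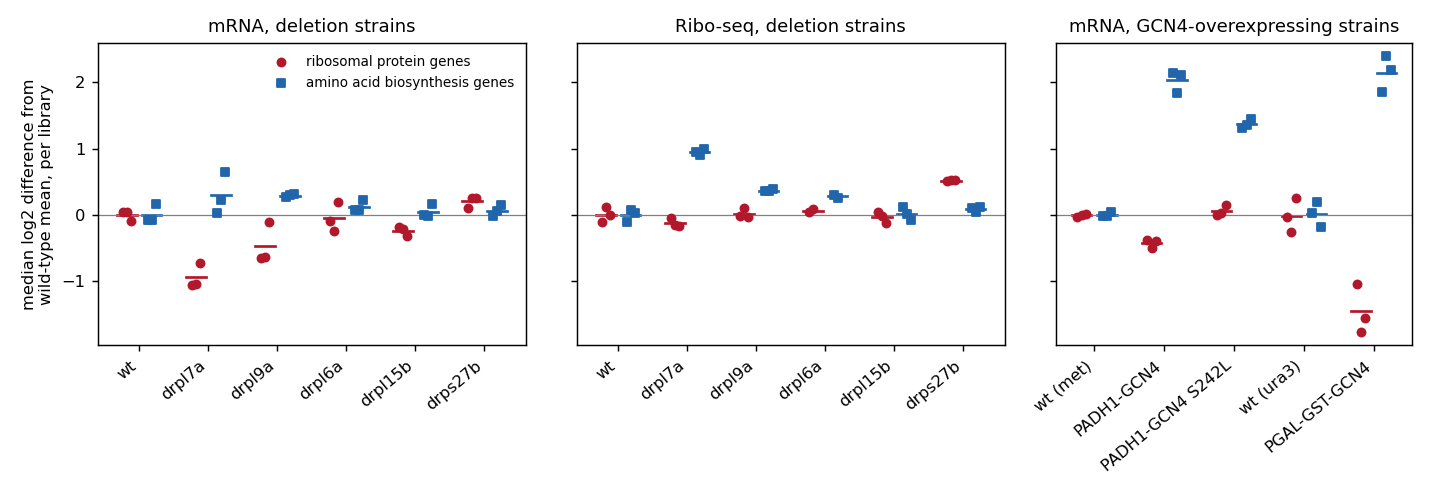
Median log2 difference from the wild-type mean of the ribosomal protein genes (red circles) and the amino acid biosynthesis genes (blue squares) in each library, with bars at group means, for the mRNA of the deletion strains, their footprints, and the mRNA of the strains that overexpress GCN4. Amino acid genes were higher in footprints of Δrpl7a (0.95 ± 0.05), and ribosomal protein mRNA was lower in Δrpl7a (-0.94 ± 0.19) and PGAL-GST-GCN4 (-1.45 ± 0.37).

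GCN4 (YEL009C) itself was compared because its translation is regulated apart from its mRNA. GCN4 mRNA was 1337 ± 135 CPM in the wild type and between 1263 ± 144 (Δrpl15b) and 1710 ± 247 (Δrps27b) CPM in the deletion strains (SD, n = 3 each), and was called in none of them by edgeR's quasi-likelihood test (lowest adjusted p = 0.13). GCN4 footprints were 35.1 ± 4.39 CPM in the wild type, 251 ± 5.86 in Δrpl7a, 93.7 ± 2.86 in Δrpl9a, 37.1 ± 15.0 in Δrpl15b and 24.7 ± 2.35 in Δrps27b (SD, n = 3 each), and 54.7 ± 2.84 in Δrpl6a (n = 2). The log2 fold change of GCN4 footprints was 2.84 in Δrpl7a (SE 0.18, edgeR adjusted p = 1.6e-10) and 1.42 in Δrpl9a (SE 0.17, edgeR adjusted p = 3.9e-06). In Δrpl6a it was 0.64 (SE 0.19, edgeR adjusted p = 0.025) and in Δrps27b -0.50 (SE 0.19, edgeR adjusted p = 0.032), neither of which was called, and in Δrpl15b it was 0.09. The alternative that moved the Δrpl7a value most left out wild-type replicate 3 and gave 2.74. The change in translation efficiency of GCN4, the footprint difference minus the mRNA difference, was 2.80 in Δrpl7a (SE 0.26, edgeR adjusted p = 3.8e-09), 1.14 in Δrpl9a (SE 0.26, edgeR adjusted p = 0.0013), 0.58 in Δrpl6a, 0.17 in Δrpl15b and -0.86 in Δrps27b (SE 0.26, edgeR adjusted p = 0.018), the last 3 not called.

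**Figure D2:**
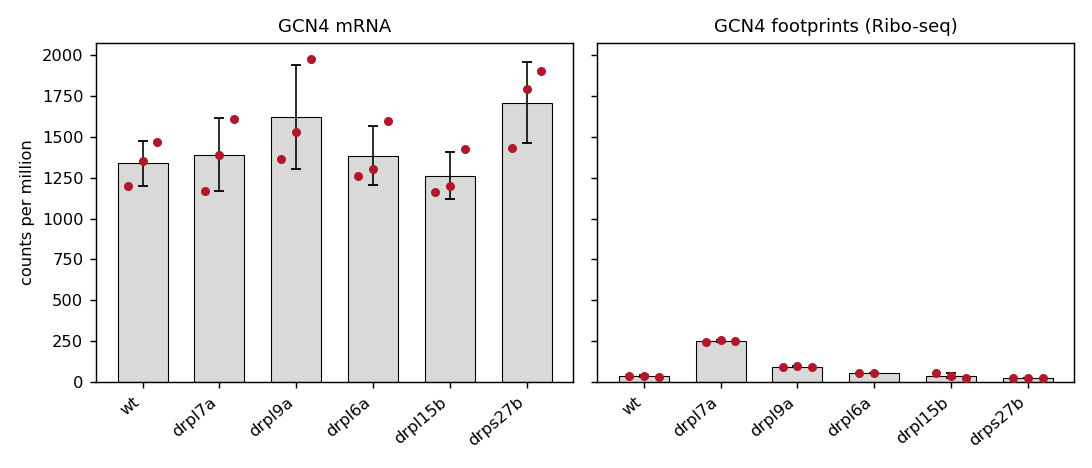
CPM of GCN4 in mRNA (left) and footprints (right) of the wild type and the deletion strains, with bars at the mean, error bars of 1 SD and points for libraries. GCN4 footprints were 251 CPM in Δrpl7a and 35.1 CPM in the wild type, while GCN4 mRNA was 1390 and 1337 CPM.

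The paralog of each deleted gene was compared to ask whether it makes up for the loss. Values of paralogs are uncertain where reads could be assigned to either copy. RPL7B (YPL198W) mRNA rose by log2 1.07 in Δrpl7a (SE 0.18, edgeR adjusted p = 0.00011) and RPL9B (YNL067W) by 1.09 in Δrpl9a (SE 0.24, edgeR adjusted p = 0.0024). The RPL7B value was 0.99 with size factors computed without RP genes and 0.92 without Δrpl7a replicate 3, below the fold minimum. The RPL9B call was lost without wild-type replicate 1 (0.99), without wild-type replicate 2 (1.06), without Δrpl9a replicate 3 (0.73) and in a fit of only the groups compared (1.09). RPL6B (YLR448W) was at 0.87 in Δrpl6a and RPS27A (YKL156W) at 0.84 in Δrps27b, neither called. RPL6B lies on the part of chromosome XII, and RPS27A on chromosome XI, whose genes rose as a group in these strains, and RPL6B differed from the median of its neighbours by -0.0051 and RPS27A by -0.16. RPL15A (YLR029C) was at -0.07 in Δrpl15b. Footprints of the paralog rose by log2 2.54 for RPL7B, 1.5 for RPL9B, 1.10 for RPL6B and 1.24 for RPS27A in the matching strain, all called, and by 0.05 for RPL15A. RPL7B was lower in Δrpl9a, with a log2 fold change of -1.89 in mRNA, from 272 ± 15.7 to 73.2 ± 24.6 CPM (SD, n = 3 each), and of -2.23 in footprints. RPL9B was lower in Δrpl7a, at -1.45 in mRNA (SE 0.24, edgeR adjusted p = 0.00010).

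Translation efficiency was tested to ask which genes gained or lost footprints beyond their mRNA. Cells for the assays were lysed separately, and whether they came from the same cultures is not given in the sources used here. Of 5319 genes, 812 were called in Δrpl7a (277 higher, 535 lower), 467 in Δrpl9a (93 higher, 374 lower), 127 in Δrpl6a (29 higher, 98 lower), 11 in Δrpl15b (9 higher, 2 lower) and 320 in Δrps27b (84 higher, 236 lower) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without a fold minimum 1622 genes were called in Δrpl7a, the largest move of this count. The Δrpl6a count was 51 without Ribo-seq Δrpl6a replicate 2, 69 without replicate 1 of the same group and 208 with a replicate block, and the Δrpl15b count was 17 with DESeq2 and 19 without Ribo-seq Δrpl15b replicate 3. Among called genes with a mean log2 CPM of at least 4, with deleted genes, paralogs, GCN4, markers and galactose genes set aside, PHO84 (YML123C) had the largest rise in each strain, 8.76 in Δrpl7a (SE 0.58, edgeR adjusted p = 1.1e-11), 5.31 in Δrpl9a, 4.88 in Δrpl6a, 8.82 in Δrpl15b and 9.01 in Δrps27b. These values share the wild-type footprint libraries, where PHO84 was at 2.26 ± 0.488 CPM, against 516 ± 90.2 CPM in wild-type mRNA (SD, n = 3 each). The largest falls among the same genes were those of BDH2 (YAL061W) in Δrpl7a (-7.35), HSP26 (YBR072W) in Δrpl9a (-6.41), TPO2 in Δrpl6a (-5.43) and TIR4 in Δrps27b (-5.40). The TPO2 call was lost without Ribo-seq Δrpl6a replicate 1 (-4.84) and without replicate 2 (-6.24).

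The median translation efficiency of RP genes rose by 0.88 in Δrpl7a (133 of 134 higher, camera adjusted p = 1.3e-27), 0.45 in Δrpl9a (camera adjusted p = 8.9e-13), 0.21 in Δrpl15b (camera adjusted p = 1.7e-08) and 0.30 in Δrps27b (camera adjusted p = 6.6e-06), and by 0.10 in Δrpl6a, where the set was not called (camera adjusted p = 0.071). The alternative that moved the Δrpl7a value most removed the trend on coding length and expression and gave 0.59. Without mRNA Δrpl9a replicate 3 the Δrpl9a value was 0.70. From its proteomics the study reported that RP protein was reduced too in the strains it called long-lived. It concluded that translation efficiency did not make up for the lower RP mRNA. The data used here hold no protein levels, so these values do not show that RP protein was kept up. The median of amino acid genes was 0.64 in Δrpl7a (camera adjusted p = 2.4e-12) and 0.19 in Δrpl9a (camera adjusted p = 0.020), the latter lost without mRNA wild-type replicate 3 (0.12), without Ribo-seq wild-type replicate 1 (0.19) and after removal of the trend (0.25). Initiation factors were higher by 0.44 in Δrpl7a (camera adjusted p = 0.017), 0.28 in Δrpl9a (camera adjusted p = 0.015), 0.11 in Δrpl15b (camera adjusted p = 0.031) and 0.19 in Δrps27b (camera adjusted p = 0.017). The call in Δrpl7a was lost without mRNA Δrpl7a replicate 3 (0.45) and that in Δrpl15b without mRNA Δrpl15b replicate 3 (0.092), Ribo-seq wild-type replicate 1 (0.12) or Ribo-seq Δrpl15b replicate 2 (0.11), and removal of the trend left those in Δrpl7a (0.26) and Δrps27b (0.23) uncalled. ChIP targets were at -0.15 in Δrps27b (camera adjusted p = 0.017). In Δrpl7a the ChIP targets had a median of 0.10 and a mean of -0.11 and were not called.

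PADH1-GCN4 was compared with wt(met) to ask which genes respond to Gcn4 in cells with all RP genes. GCN4 mRNA was 3854 ± 267 CPM against 1065 ± 103 CPM (SD, n = 3 each), a log2 fold change of 1.86 (SE 0.11, edgeR adjusted p = 9.4e-08). Of 5547 genes, 470 were called (360 higher, 110 lower) by edgeR's quasi-likelihood test, and 1880 without a fold minimum, the alternative that moved the count most. SNO1 (YMR095C) rose by 9.24 and SNZ1 (YMR096W) by 7.45, while SPL2 (YHR136C) was at -5.46 and PHO84 (YML123C) at -3.72. The median of amino acid genes was 2.02 (69 of 73 higher, camera adjusted p = 1.2e-85), that of ChIP targets 1.12 (camera adjusted p = 3.7e-53) and that of RP genes -0.44 (130 of 134 lower, camera adjusted p = 3.9e-10). Of the amino acid genes 54 were called, all higher, and 54 when adjusted over the list alone. No RP gene was called by edgeR at an adjusted p below 0.01 and a fold over 2, although 117 had an unadjusted p below 0.05, and DESeq2 called 0. Initiation factors, at -0.17, and elongation factors, at -0.19, were not called, and were called after removal of the trend on coding length and expression, at -0.37 and -0.34.

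PGAL-GST-GCN4 was compared with wt(ura3) as the strain in which the study mapped Gcn4 binding. GCN4 mRNA was 37334 ± 4993 CPM against 935 ± 65.4 CPM (SD, n = 3 each), and 1307 of 5574 genes were called (780 higher, 527 lower) by edgeR's quasi-likelihood test, or 1873 without a fold minimum. DPA10 (YLR307C-A) rose by log2 10.00 and SNO1 (YMR095C) by 8.35, and ZRT1 (YGL255W) was at -6.05. ZPS1 (YOL154W) was at -4.38 (SE 0.96, edgeR adjusted p = 0.0047), a call lost when any of the libraries was left out except wt(ura3) replicate 3. The median of amino acid genes was 2.15 (camera adjusted p = 2.5e-25), that of ChIP targets 1.75 (camera adjusted p = 6.3e-36), that of RP genes -1.44 (134 of 134 lower, camera adjusted p = 3.8e-25), that of initiation factors -0.42 (camera adjusted p = 0.014) and that of elongation factors -0.66 (camera adjusted p = 0.010). In the RP list 124 genes were called lower, and 124 when adjusted over the list alone. In the amino acid list 55 were called higher, and 56 when adjusted over the list alone.

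Fold changes of PADH1-GCN4 and PGAL-GST-GCN4, which share no control libraries, correlated across 5518 genes with Pearson's r of 0.66 and Spearman's rho of 0.61, where genes are not independent replicates. The largest move was to 0.749 with genes of a mean log2 CPM of at least 5. Of the genes called in both, 292 were higher in both, 32 lower in both and 10 opposite. Of 145 ChIP targets tested in PGAL-GST-GCN4, 128 (88.3%) had a positive and 17 a negative fold change, against 48.2% positive among 5429 other genes (Fisher's exact test, two-sided, p = 1.3e-23). Fisher's test also takes genes as independent, and its p-value does not measure the spread between libraries. With an estimated correlation between genes, camera did not call the ChIP set in this strain (camera adjusted p = 0.058). Over the library sets with 1 library left out the number of positive targets was lowest, at 125, without PGAL-GST-GCN4 replicate 1. With the threshold 98 ChIP targets were called higher and 3 lower, and 99 and 3 when adjusted over the list alone. Both RP genes on the ChIP list were lower.

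S242L was compared with wt(met) and with PADH1-GCN4 to ask which changes depend on the altered residue. GCN4 mRNA was 5539 ± 162 CPM in S242L (SD, n = 3), and 0.56 lower on the log2 scale in PADH1-GCN4 (SE 0.10, edgeR adjusted p = 0.00084). Of 5545 genes, 236 were called in S242L against wt(met) (161 higher, 75 lower) and 193 in PADH1-GCN4 against S242L (159 higher, 34 lower) by edgeR's quasi-likelihood test, and 731 and 1263 without a fold minimum. ARG1 (YOL058W) rose by 6.28 and SNO1 (YMR095C) by 5.68 in S242L against wt(met), and SPL2 (YHR136C) was at -4.16 and PHO12 (YHR215W) at -3.32. PHO12 has near-identical copies and its value is uncertain. The median of amino acid genes was 1.39 (camera adjusted p = 1.2e-112), that of ChIP targets 0.45 (camera adjusted p = 2.7e-40) and that of RP genes 0.05 with a negative camera direction (adjusted p = 0.89). After removal of the trend on coding length and expression the RP set was called at -0.34 (camera adjusted p = 4.6e-09). Between PADH1-GCN4 and S242L, RP genes differed by -0.46 (camera adjusted p = 2.4e-22), elongation factors by -0.25 (camera adjusted p = 0.025), amino acid genes by 0.46 (camera adjusted p = 4.4e-15) and ChIP targets by 0.35 (camera adjusted p = 1.1e-21). The elongation factor call was lost without PADH1-GCN4 replicate 2 (-0.22) or S242L replicate 3 (-0.19). The S242L libraries come from a separate table, so a difference between sequencing runs and the effect of the residue cannot be told apart.

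Fold changes along chromosomes were compared because shifts of whole chromosomes would enter every count of changed genes. On chromosome XI the median mRNA log2 fold change in Δrps27b lay 0.94 above that of all genes, with 295 of 302 genes positive (97.7%, against 49.2% of genes elsewhere), and its footprints lay 0.92 above. On chromosome XII the median in Δrpl6a lay 0.62 above that of all genes for mRNA and 0.56 for footprints. Along chromosome XII, in runs of 50 neighbouring genes by the order of assembly R64, the first 4 mRNA runs lay between -0.10 and 0.07 and the other 5 between 0.87 and 0.98. Runs of this length do not place the change between single genes. In the other deletion strains and chromosomes the difference was at most 0.11 in either direction. These regions were named after their values were seen.

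**Figure D3:**
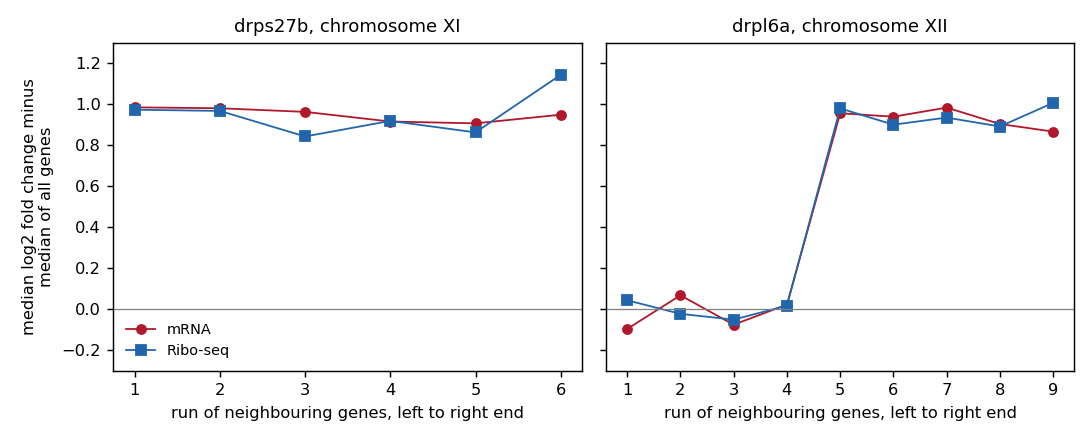
Median log2 fold change of each run of neighbouring genes minus the median of all genes, along chromosome XI in Δrps27b and chromosome XII in Δrpl6a, for mRNA and footprints. All 6 mRNA runs of chromosome XI lie between 0.91 and 0.98, and on chromosome XII runs 5 to 9 lie between 0.87 and 0.98.

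The log2 fold changes of the authors' deposited table correlated with those computed here at 0.996 for Δrpl7a, 0.990 for Δrpl9a, 0.978 for Δrpl6a, 0.955 for Δrpl15b and 0.980 for Δrps27b mRNA, across 5490 genes. For footprints the correlation with the authors' deposited table was between 0.792 (Δrpl15b) and 0.942 (Δrps27b), across 5342 genes. The slope of the deposited values on those computed here was 0.68 (Δrpl15b) to 0.93 (Δrpl7a) for mRNA. For footprints it was 0.39 (Δrpl15b) to 0.75 (Δrps27b). In the authors' deposited table the median of RP mRNA was -0.94 in Δrpl7a and -0.45 in Δrpl9a.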

Values the study reported

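The study reported a Pearson's correlation of 0.65 between the expression changes of the 2 strains that overexpress GCN4. Of 149 Gcn4 ChIP targets with detectable expression, it counted 131 as higher and 18 as lower.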

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

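The tests of reads from other strains or libraries behind MET17 and LEU2, of a culture state, of reads that RPL7B shares with RPL7A and of sequencing runs behind S242L were chosen after the result was seen. The tests of mating type, coding length and expression, scaling, the region around RPL7B and other splits of the samples were chosen before.

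Translation efficiency of gene sets differed from that of the other genes in camera tests of the interaction between assay and strain. Of the sets named next, fry, which tests a set by itself, did not call the amino acid genes in Δrpl9a, the RP genes and initiation factors in Δrpl15b and the RP genes in Δrps27b. The medians were 0.88 for RP genes, 0.44 for initiation factors and 0.64 for amino acid genes in Δrpl7a, 0.45, 0.28 and 0.19 for the same sets in Δrpl9a, 0.21 for RP genes and 0.11 for initiation factors in Δrpl15b, and 0.30 for RP genes, 0.19 for initiation factors and -0.15 for ChIP targets in Δrps27b. The values argue against a trend of fold change on coding length and expression as the whole source of the RP values, which were 0.59 in Δrpl7a and 0.59 in Δrpl9a with that trend removed. Size factors without RP genes gave 0.93 and 0.48, and moved the median of all genes by 0.059 and 0.034. Other size factors move all genes nearly alike, so this recomputation could not remove a difference between RP genes and the others. It is therefore no test of that difference. A difference in growth state between the cultures sequenced for mRNA and those sequenced for footprints remains open and may explain part of the RP values. The stress-induced list of 38 genes was higher in the mRNA of Δrpl7a (median 4.05) and Δrpl9a (3.10), nearer to the wild type in their footprints (1.11 and 0.18), and lower in translation efficiency by a median of -2.79 and -2.68, with 38 of 38 genes lower in each. The list was also lower in the translation efficiency of Δrpl6a (-1.79), Δrps27b (-2.47) and Δrpl15b (-0.14). In Δrps27b it was at 0.46 in mRNA and -1.71 in footprints, and in Δrpl6a at 1.21 and -0.44, so that lower footprints made up most or part of the fall there. In Δrpl15b it was at 1.05 and 0.95. A difference in growth state between the assays would shift translation efficiency without any change in translation. The alternative that translation of these genes itself changed in the strains stays open and was not tested apart from it.

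The 12 libraries of a strain and the wild type can be split in 200 ways with the assays kept apart, of which 25 were drawn, the real one included. A result at least as large occurred in 2 of 25 for the number of called genes, 2 for RP genes, 1 for initiation factors, 2 for elongation factors, 5 for amino acid genes and 18 for ChIP targets in Δrpl7a, and in 1, 2, 1, 14, 13 and 23 in Δrpl9a. In Δrpl15b the numbers were 5, 2, 3, 4, 25 and 25, and in Δrps27b 4, 8, 2, 18, 21 and 2. A share of 1 in 25 is the smallest that these draws can give, it was read from many results, and the draws took no account of the paired numbers of the mRNA libraries. This count by itself therefore does not exclude chance for any of them. Of the 25 groupings 20 mixed strain and wild type in both assays, and by edgeR none of these 20 called as many genes as the real one in any strain or gave RP genes or initiation factors as large in Δrpl7a and Δrpl9a. The larger ones for these results kept the real grouping in 1 assay. For other called sets some of the 20 were as large. There were 3 for RP genes in Δrps27b, 1 for initiation factors in Δrpl15b, and 1 and 8 for amino acid genes in Δrpl7a and Δrpl9a. There were 0 for RP genes in Δrpl15b and for initiation factors and ChIP targets in Δrps27b. Δrpl6a footprints and translation efficiency have no such count, with 2 Ribo-seq libraries.

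The mRNA of Δrpl7a and Δrpl9a differed from that of Δrpl6a, Δrpl15b and Δrps27b in camera tests of that difference relative to other genes. The medians were -0.68 for RP genes, -0.25 for elongation factors and 0.17 for ChIP targets. The value for elongation factors rested on Δrpl7a, at -0.57 against the wild type, while Δrpl9a was at 0.020. Other splits of the 5 strains into 2 and 3 gave a result as large in 1 of 10 for the number of called genes, RP genes, initiation factors, amino acid genes and ChIP targets, where 1 is the real split, and in 5 of 10 for elongation factors. The largest other split called 349 genes and gave an RP median of 0.64. With 5 strains this count cannot by itself exclude chance. Growth state stays open here as well, since the stress-induced list differed between the same strains by a median of 2.64 in mRNA. Total counts per library differed between strains, and depth was not tested as a separate explanation.

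PADH1-GCN4 differed from S242L in camera tests relative to other genes, by -0.46 in RP genes, -0.25 in elongation factors, 0.46 in amino acid genes and 0.35 in ChIP targets. GCN4 mRNA was higher in S242L, so a lower level of GCN4 transcript is no source of the smaller shifts of S242L. A difference between the sequencing runs may contribute and cannot be told apart from the altered residue, because no other strain was run only with S242L. Outside the sets, 5 genes set the S242L libraries apart from both other groups while neither overexpressing strain changed them, a number that decides nothing between runs and residue. The biological explanation, an altered activity of the S242L protein, stays open. Each set and the number of called genes was as large in 1 of 10 splits, the real one, except for the initiation factors with 9 of 10. The other splits called fewer genes than the real one, and this count of 10 splits cannot by itself exclude chance.

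RPL7B mRNA was lower in Δrpl9a than in the mean of Δrpl6a, Δrpl15b and Δrps27b, with a log2 difference of -2.32 (SE 0.17, edgeR adjusted p = 9.3e-08). All 3 libraries of Δrpl9a were lower. Reads shared with RPL7A would lower RPL7A by as much, and RPL7A was at -0.60 in Δrpl9a, while RPL7B rose in Δrpl7a. A change of the region around RPL7B would lower its neighbours, whose lowest log2 fold change was 0.047 (APL5). YPL199C was at 0.090, and OXR1 rose by 0.95 (edgeR adjusted p = 0.0077), outside the range of 0.5 named beforehand for unchanged neighbours. The criterion that neighbours must fall was settled after these values were seen. A change limited to RPL7B itself, in the genome or in its expression, stays open as a possible explanation.

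MET17, which the parent strain lacks, was at 44.6 CPM in Δrps27b mRNA, against 0.0974 CPM or less in the mRNA of the other deletion strains and the wild type, and at 96.9 CPM in Δrps27b footprints. If the strain were of the other mating type of the deletion collection, LYS2 would be absent, and its mRNA log2 fold change was -0.0086. If reads of another strain were mixed in, RPS27B would hold a share of its wild-type level like that of MET17, which stood at 75.4% of its level in wt(met), and RPS27B held 0.322%. Both values argue against these explanations. A strain that carries MET17 while labelled as lacking it may account for the reads, and no biological explanation was tested. The study lists a version of the RPS27B deletion with MET15 put back, and used such strains for its translation assay. Whether that version was sequenced is not given in the sources used here. If it was, the comparisons of Δrps27b with the wild type hold the difference at MET17 as well.

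LEU2, which the parent strain lacks too, was at 4802 CPM in PGAL-GST-GCN4. Reads mixed in from another library of the series would need a source with more LEU2, and the highest other group was at 2.67 CPM. The plasmids of the strain and its control have different backbones, and a marker on the overexpression plasmid that the labels leave out may be the source, which the values alone cannot show. The galactose genes were high in both PGAL-GST-GCN4 and wt(ura3).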

How the results depend on the processing

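The recomputations without the genes of chromosomes XI and XII, and of the correlations between strains without each replicate, were chosen after the data were seen. Where a result changed, the cause was not tested, unless fewer genes or libraries are part of the alternative.

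Of 316 alternative values for 20 counts of called genes, 279 stayed within 1.5 times the count. Of 514 values for 38 results of GCN4, deleted genes and paralogs, 508 kept direction and call and 6 lost the call. Of 597 values for 43 named genes, 581 kept both and 16 lost the call. Of 1690 values for 100 gene set results, 1541 kept both, 89 lost the call, 58 gained it and 2 reversed. Of 116 values for correlations and the direction of ChIP targets, 115 were within the spread.

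Without a fold minimum 2458 genes were called in Δrpl7a, 993 in Δrpl9a, 639 in Δrpl6a and 758 in Δrps27b for mRNA, and 2417 in Δrpl7a and Δrpl9a against the other strains. For footprints the numbers were 1601 in Δrpl7a, 1110 in Δrpl9a, 545 in Δrpl6a, 167 in Δrpl15b and 2003 in Δrps27b. For translation efficiency they were 1622, 865, 207 and 617 in Δrpl7a, Δrpl9a, Δrpl6a and Δrps27b. PADH1-GCN4 had 1880, S242L 731, and PADH1-GCN4 against S242L 1263. The alternative itself admits smaller changes. DESeq2 called 56 genes in Δrpl15b mRNA and 17 in its translation efficiency. A fit of only the groups compared called 54 genes in Δrpl15b mRNA and 46 in Δrpl15b footprints, and left RPL9B in Δrpl9a at 1.09 without its call. Size factors without RP genes put RPL7B in Δrpl7a at 0.99, below the fold minimum. Genes with a mean log2 CPM of at least 5 raised the correlation of PADH1-GCN4 with PGAL-GST-GCN4 to 0.749.

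Without the genes of chromosomes XI and XII, 127 genes were called in Δrpl6a mRNA, 148 in Δrps27b mRNA, 50 in Δrpl6a footprints and 311 in Δrps27b footprints. The sets of elongation factors in Δrpl7a mRNA (-0.56) and initiation factors in Δrpl9a mRNA (-0.15) lost their call, and ChIP targets in Δrpl6a footprints (0.13), RP genes (0.10) and initiation factors (0.11) in Δrpl6a translation efficiency gained one.

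The replicate block changed 8 of 247 values. With a replicate block 80 genes were called in Δrpl15b mRNA (64 higher, 16 lower) and 208 in Δrpl6a translation efficiency, the initiation factors in Δrpl9a mRNA (-0.17) and the amino acid genes in Δrpl6a mRNA (0.10) lost their call, and the amino acid genes in Δrpl6a translation efficiency (0.035) gained one. With the replicate number taken across both assays as the replicate block, although the labels do not say that it stands for a shared culture, RP genes (0.22) and amino acid genes (0.12) in Δrpl6a translation efficiency gained a call and initiation factors in Δrpl15b (0.12) lost theirs. The replicate block changed no other call.

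The share of higher genes among the called ones moved by over 10 points in 2 of 60 settings of scaling or tool, both Δrpl15b with DESeq2: from 55.6% to 71.4% in mRNA and from 81.8% to 58.8% in translation efficiency. Median-of-ratios scaling within edgeR left both shares as they were, so these moves came with the other test and not with the scaling. The median of all genes moved by -0.079 to 0.059 across scalings.

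Removal of the trend on coding length and expression changed these set results, given without and with the replicate block. Called were then amino acid genes in Δrpl7a mRNA (0.27, 0.28), RP genes in footprints of Δrpl7a (-0.22, -0.22) and Δrpl9a (0.12, 0.12), RP genes in Δrpl6a translation efficiency (0.20, 0.20), initiation factors (-0.37, -0.37) and elongation factors (-0.34, -0.35) in PADH1-GCN4 and initiation factors in S242L (-0.22, -0.22). The RP genes of S242L reversed from 0.055 to -0.34 (-0.34 with the block) and were called. No longer called were elongation factors in Δrpl7a mRNA (-0.28, -0.26) and in the contrast of Δrpl7a and Δrpl9a with the other strains (-0.23, -0.22), initiation factors in translation efficiency of Δrpl7a (0.26, 0.25) and Δrps27b (0.23, 0.22) and amino acid genes in translation efficiency of Δrpl9a (0.25, 0.24). With the replicate block and the trend removed, calls were also lost for initiation factors (-0.28) and amino acid genes (0.19) in Δrpl9a mRNA, amino acid genes in Δrpl6a mRNA (0.094), initiation factors in Δrpl15b mRNA (-0.12), RP genes in Δrps27b mRNA (0.13) and initiation factors in Δrps27b footprints (0.19).

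The median of a set is the same under each set test, and only the call depends on it. With a correlation between genes estimated from the data, camera called 8 of the 49 sets. Calls were lost in mRNA for RP genes (-0.93), elongation factors (-0.57) and ChIP targets (0.39) in Δrpl7a, for RP genes (-0.45), initiation factors (-0.16), amino acid genes (0.31) and ChIP targets (0.25) in Δrpl9a, for amino acid genes (0.10) and ChIP targets (0.19) in Δrpl6a, for RP genes (-0.24) and initiation factors (-0.11) in Δrpl15b, for RP genes (0.21) and ChIP targets (0.19) in Δrps27b, and for RP genes (-0.68), elongation factors (-0.25) and ChIP targets (0.17) in Δrpl7a and Δrpl9a against the other strains. In footprints calls were lost for amino acid genes (0.37) and ChIP targets (0.14) in Δrpl9a, RP genes (0.059) and amino acid genes (0.28) in Δrpl6a, and RP genes (0.51) and initiation factors (0.24) in Δrps27b. In translation efficiency they were lost for RP genes (0.88), initiation factors (0.44) and amino acid genes (0.64) in Δrpl7a, the same sets (0.45, 0.28, 0.19) in Δrpl9a, RP genes (0.21) and initiation factors (0.11) in Δrpl15b, and RP genes (0.30), initiation factors (0.19) and ChIP targets (-0.15) in Δrps27b. Calls were also lost for RP genes in PADH1-GCN4 (-0.44), for RP genes (-1.44), initiation factors (-0.42), elongation factors (-0.66), amino acid genes (2.15) and ChIP targets (1.75) in PGAL-GST-GCN4, and for elongation factors (-0.25) and amino acid genes (0.46) in PADH1-GCN4 against S242L.

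With fry 42 of the 49 sets were called. Lost were RP genes in Δrpl15b mRNA (-0.24), Δrps27b mRNA (0.21) and Δrpl6a footprints (0.059), amino acid genes in Δrpl9a translation efficiency (0.19), RP genes (0.21) and initiation factors (0.11) in Δrpl15b translation efficiency and RP genes in Δrps27b translation efficiency (0.30). Gained were 15 sets: initiation factors (-0.24) and amino acid genes (0.31) in Δrpl7a mRNA, elongation factors in Δrps27b mRNA (0.21), initiation factors (-0.19) and amino acid genes (0.15) in Δrpl7a and Δrpl9a against the other strains, initiation factors (0.065) and elongation factors (-0.16) in Δrpl7a footprints, initiation factors in Δrpl9a footprints (0.067), initiation factors (0.055) and ChIP targets (0.11) in Δrpl6a footprints, elongation factors in Δrps27b footprints (0.25), elongation factors in Δrpl7a translation efficiency (0.35), and initiation factors in Δrpl6a translation efficiency (0.087), PADH1-GCN4 (-0.17) and S242L (-0.095).

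With each library left out in turn, Δrpl15b mRNA had 10 to 21 called genes, with 10 without wild-type replicate 1 or 2, 11 without Δrpl15b replicate 1 and 12 without replicate 2. Δrpl6a translation efficiency had 51 to 166, with 84 without mRNA wild-type replicate 3, 83 without mRNA Δrpl6a replicate 2, 81 without Ribo-seq wild-type replicate 1, 69 without Ribo-seq Δrpl6a replicate 1 and 51 without replicate 2. Without either Ribo-seq Δrpl6a library the other is taken to vary like the other groups. Δrpl15b translation efficiency had 10 to 19, with 19 without Ribo-seq Δrpl15b replicate 3. RPL7B in Δrpl7a was at 0.92 to 1.11 and fell under the fold minimum without Δrpl7a replicate 3. RPL9B in Δrpl9a was at 0.73 to 1.24 and lost its call without wild-type replicate 1 (0.99), wild-type replicate 2 (1.06) or Δrpl9a replicate 3 (0.73).

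Leaving out 1 mRNA library changed these set calls. Amino acid genes in Δrpl7a (0.15 to 0.38) were called without wild-type replicate 3 (0.36), Δrpl7a replicate 1 (0.38) or replicate 2 (0.31). Initiation factors in Δrpl9a (-0.29 without Δrpl9a replicate 3 to -0.081) lost their call without Δrpl9a replicate 1 (-0.081) or 2 (-0.13), and amino acid genes (0.25 to 0.37) without Δrpl9a replicate 3 (0.28). Amino acid genes in Δrpl6a (0.054 to 0.22, the latter without wild-type replicate 3) lost theirs without wild-type replicate 1 (0.059), wild-type replicate 2 (0.071) or Δrpl6a replicate 3 (0.054). Initiation factors in Δrpl15b (-0.14 to -0.089) lost theirs without Δrpl15b replicate 3 (-0.10), and amino acid genes (-0.035 to 0.10) were called without wild-type replicate 3 (0.10). ChIP targets in Δrps27b (0.17 to 0.23) lost theirs without wild-type replicate 1 (0.17) or Δrps27b replicate 3 (0.20). In Δrpl7a and Δrpl9a against the other strains, amino acid genes (0.075 to 0.20) were called without Δrpl7a replicate 1 (0.20) and ChIP targets (0.095 to 0.21) were not without Δrpl7a replicate 3 (0.095). Elongation factors in PADH1-GCN4 against S242L (-0.33 to -0.19) lost their call without PADH1-GCN4 replicate 2 (-0.22) or S242L replicate 3 (-0.19).

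Leaving out 1 Ribo-seq library changed the call of these sets in footprints. RP genes in Δrpl7a (-0.17 to -0.058) were called without wild-type replicate 1 (-0.17) or Δrpl7a replicate 1 (-0.15), and so were elongation factors (-0.18 to -0.12; -0.17 and -0.18). RP genes in Δrpl6a (0.0053 to 0.13, the latter without wild-type replicate 2) lost their call without wild-type replicate 1 (0.0053) or Δrpl6a replicate 2 (0.034). RP genes in Δrpl15b (-0.074 to 0.025) were called without wild-type replicate 1 (-0.071) or Δrpl15b replicate 1 (-0.074), and amino acid genes (-0.033 to 0.070) without Δrpl15b replicate 3 (0.070).

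In translation efficiency, initiation factors in Δrpl7a (0.41 to 0.47) lost their call without mRNA Δrpl7a replicate 3 (0.45), and amino acid genes in Δrpl9a (0.12 to 0.24) without mRNA wild-type replicate 3 (0.12) or Ribo-seq wild-type replicate 1 (0.19). RP genes in Δrpl9a kept their call but moved to 0.70 without mRNA Δrpl9a replicate 3. RP genes in Δrpl6a (0.0091 to 0.25) were called without mRNA wild-type replicate 3 (0.16), mRNA Δrpl6a replicate 3 (0.25), Ribo-seq wild-type replicate 2 (0.15) or Ribo-seq Δrpl6a replicate 1 (0.12). Initiation factors in Δrpl6a (0.033 to 0.17) were called without mRNA wild-type replicate 3 (0.13), Ribo-seq wild-type replicate 2 (0.10) or Ribo-seq Δrpl6a replicate 1 (0.093). Amino acid genes in Δrpl6a (0.0075 to 0.17) were called without mRNA wild-type replicate 1 (0.086), mRNA wild-type replicate 2 (0.11), mRNA Δrpl6a replicate 3 (0.17) or Ribo-seq wild-type replicate 2 (0.11). Initiation factors in Δrpl15b (0.092 to 0.15) lost their call without mRNA Δrpl15b replicate 3 (0.092), Ribo-seq wild-type replicate 1 (0.12) or Ribo-seq Δrpl15b replicate 2 (0.11).

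Among named genes, TPO2 in Δrpl15b mRNA lost its call with DESeq2 (3.23), with size factors without RP genes (3.22) and without any of the 6 libraries (2.98 to 3.45), and TIR4 without Δrpl15b replicate 1 (-1.73). TPO2 in Δrpl6a translation efficiency lost it without Ribo-seq Δrpl6a replicate 1 (-4.84) or 2 (-6.24). ZPS1 in PGAL-GST-GCN4 lost it without each of 5 of the 6 libraries (-4.43 to -3.79), all but wt(ura3) replicate 3. No recomputation at equal depth was run. In simulated counts with log2 changes of 1.5, 94% of the changed genes were recovered in Δrpl7a mRNA, 93% in Δrpl6a footprints and 87.5% in Δrpl6a translation efficiency.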

Other observations

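The tests of an extra copy behind the paralogs and of the left end of chromosome III were chosen after the result was seen. The tests of whole chromosomes, of parts of chromosomes, of neighbours of altered loci, of phosphate-regulated genes and of other splits were chosen before. For Δrpl6a the reading of both chromosome tests together was settled after the runs of genes were seen.

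An extra copy of chromosome XI in Δrps27b, and of the right part of chromosome XII in Δrpl6a, may explain the higher fold changes of their genes. The median of chromosome XI in Δrps27b lay 0.94 above that of all genes in mRNA and 0.92 in footprints, and the lowest of its 6 mRNA runs lay at 0.91. The 3 libraries lay between 0.93 and 0.94. The median of chromosome XII in Δrpl6a lay 0.62 above in mRNA and 0.56 in footprints, but its lowest run lay at -0.10, so the whole chromosome is not raised. The change lies near the border of the runs 4 and 5 in both assays, and no finer values were computed there. Among the other chromosomes and mRNA comparisons with a wild type the largest distance was 0.17, for chromosome I in PADH1-GCN4, and among the other chromosomes and deletion strains 0.11. A scaling effect would move all chromosomes. A full second copy in every cell would give 1 on the log2 scale, and the tests hold no count of DNA. The genes of these chromosomes made up 58.7% of the higher calls in Δrps27b mRNA with 5.50% of the genes, and 50.2% in Δrpl6a mRNA with 8.52%.

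The paralog of the deleted gene lies on the affected chromosome in both strains. RPS27A in Δrps27b differed from the median of its run of 50 neighbours by -0.16, and RPL6B in Δrpl6a by -0.0051, so the extra copy may account for the whole rise of their mRNA. This holds for mRNA. Footprints of RPS27A rose by 1.24 (SE 0.10), past its footprint run at 0.97, and those of RPL6B by 1.10 (SE 0.090) with its run at 1.01. A further response of the paralogs, in footprints above all for RPS27A, stays open. Of the RP list, 19 genes lie on chromosome XII and 5 on chromosome XI.

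A scan of 797 runs of neighbouring genes over the mRNA comparisons with the wild type found 2 runs outside these chromosomes at 0.5 or more from all genes. Both lie at the left end of chromosome III, at -0.67 in PADH1-GCN4 and -0.77 in S242L. An extra copy of this end in wt(met), with which both strains are compared, may be the source. In runs of 10 genes the medians were -1.02, -0.66, -0.84 and -0.34 in PADH1-GCN4 and -1.11, -0.87, -0.76 and -0.63 in S242L. The number of unbroken runs from the end at or below the level named for the test (-0.75) was 1 in PADH1-GCN4 and 3 in S242L for this explanation, an extra copy of the left end of chromosome III. In both strains the first 4 runs were lower, and run 5 lay at 0.25 and 0.085. Later runs of PADH1-GCN4 reached 0.30 (run 11) and 1.17 (run 15, of 5 genes), and those of S242L at most 0.24 (run 12). Runs 2 and 4 of PADH1-GCN4 and run 4 of S242L fall short of the level named, and the explanation stays open. Fold changes of genes in this region are uncertain in both strains.

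Genes beside an altered locus were compared with all others, since a cassette or a new promoter (an insertion at the altered locus) may change its neighbours. Of 20 neighbours tested, 0 were called by edgeR and 0 by DESeq2, with 8 at an unadjusted p below 0.05, against 7.69% of the other genes called (Fisher's exact test, p = 0.40). DBP3 beside RPL7A, at -0.65 (edgeR adjusted p = 0.0012), and ARO2 beside RPL9A, at -0.63 (edgeR adjusted p = 0.0029), passed the adjusted p and not the fold minimum. HMG1 beside RPL6A was at -0.74, RRT6 beside RPL9A at 0.75, and YHR020W, YHR022C and ECM12 beside RPS27B at 0.56, 0.82 and 1.22, none past the adjusted p. These genes, all neighbours at 0.5 or more in either direction, were chosen after their values were seen.

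PHO84 footprints were at 2.26 ± 0.488 CPM in the wild type (SD, n = 3), 1241.5 ± 31.8 in Δrps27b, 1052 ± 54.3 in Δrpl15b, 666 ± 65.0 in Δrpl7a, 76.0 ± 59.4 in Δrpl9a and 55.7 ± 5.63 in Δrpl6a (n = 2). The phosphate state of the wild-type cultures used for footprints may be the source of these differences and of the large changes in PHO84 translation efficiency. For the 11 other phosphate-regulated genes the mean of the strains gave a median of 0.88 in footprints (11 higher) and 0.23 in mRNA (9 higher). The level named beforehand for such a state was a median above 1 in footprints with mRNA near 0, which the value does not reach. By strain the footprint medians were 1.19 in Δrpl7a, 1.42 in Δrpl15b and 1.65 in Δrps27b, and 0.21 in Δrpl9a and 0.31 in Δrpl6a. The wild type alone would shift all strains alike, which these values do not show, and its part cannot be told apart from differences among the strains. The same list was at -1.55 in PADH1-GCN4 and -1.24 in S242L mRNA, and at 0.074 in PGAL-GST-GCN4. The stress-induced list was at -0.39 in PADH1-GCN4, -0.19 in S242L and 0.96 in PGAL-GST-GCN4.

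Other splits of 6 libraries into 3 and 3 number 10, so this count cannot give a share under 0.05 and by itself cannot exclude chance for a comparison of 2 groups. It says nothing against the fitted tests, which use the spread between libraries. For each number of called genes the real split was the 1 of 10 that called any, in mRNA, footprints and the overexpressing strains. For the sets called in a comparison, the real split was 1 of 10 as large, with exceptions: 2 for initiation factors in Δrpl9a mRNA and 3 for amino acid genes in Δrpl6a mRNA. Among sets not called, 2 to 10 of 10 splits were as large in many cases: 9 for RP genes in Δrpl6a mRNA and Δrpl9a footprints, 8 for amino acid genes and 6 for ChIP targets in Δrpl15b mRNA, 7 for RP genes and 4 for elongation factors in Δrpl15b footprints, 5 for amino acid genes and 10 for initiation factors in Δrps27b mRNA. Where numbers pair the mRNA libraries, the real split was 1 of the 4 that part as many pairs for each called set.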
